A study of Ambystoma mexicanum with 8 samples.

How the data were processed

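Limb tissue of wild-type axolotls (Ambystoma mexicanum) was dissociated, stained for DNA content and viability, and sorted to keep live cells with the DNA content of a diploid cell before replication (2C), per the labels' protocols. The protocol calls the 2C fraction non-dividing and the series text calls it dividing; the gate was not examined here. Single-cell 3' RNA libraries were made with the 10x v3.1 chemistry and sequenced on a NovaSeq, per the labels. The labels name 8 samples. Cells of 7 were analysed here: 3 from intact limbs (replicate numbers 1, 2 and 4) and 4 from contra limbs (numbers 1, 2, 4 and 5), the latter taken 14 days after amputation. The remaining intact sample, number 5, was not analysed here.

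The deposited matrix holds raw UMI counts per gene model and cell, per the file headers and the whole-number values. Each cell name carries its sample's name, and 0 sample names in the matrix matched no sample of the labels. The aligner, the genome build and the annotation release are not given in the sources used here. The deposited cells had at least 3003 UMIs, at least 1000 genes and at most 20.0% mitochondrial UMIs, so low-content barcodes had been removed before deposit. The matrix has 61014 gene models, of which 22442 carry a symbol in the files. Symbols were taken from the files alone, since 0 of the gene model identifiers occurred in the RefSeq gene table (assembly UKY_AmexF1_1). No genomic position is given for a gene. Many gene models share a symbol and may be near-identical copies, so counts could be split among them. This may apply to the haemoglobin models (19 rows) and the GZMA models, whose sequences were not compared. The ADRB1 models AMEX60DD301053174.1 and AMEX60DD301053172.3 had 20.4 and 2.58 CPM in T-cell-like cells but 0.269 and 2.27 CPM in epidermal-like cells. That argues against counts of 1 gene split between them in a fixed ratio.

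A filter of at least 200 genes, at least 500 UMIs and at most 20% mitochondrial UMIs was set before the data were examined, and it removed 0 cells. Doublets were scored per sample with Scrublet in scanpy 1.11.5 at an expected rate of 5%. The automatic cutoff called between 0.0229% and 1.59% of cells, so 1 score cutoff of 0.25 was used in every sample, chosen after the scores were seen. It removed 426 of 35013 cells (1.22%), and 34587 were kept. The kept cells hold from 96617257 to 131485269 UMIs per sample. Intervals on shares of cells are exact binomial, and those on summed UMIs exact Poisson, both at 95%. They cover counting error only. A count of 0 is taken to allow up to 3 counts, the one-sided 95% limit, which lies below the upper end of the two-sided interval.

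Cells were scaled to 10000 counts, log-transformed, reduced to 2000 variable genes and 30 principal components, and clustered with the Leiden algorithm (leidenalg 0.10.2, 15 neighbours, resolution 1), which gave 35 clusters. A cluster was called X-like from marker lists fixed before the data were examined. The scoring limits were set after the clusters were seen. A marker counted when its CPM was at least 1 log2 unit above the median cluster (pseudocount 10) and at least 10% of the cluster's cells held it. For each cluster only the class with the largest share of its markers was judged. A name needed at least 3 such markers, at least 60% of the class's markers and at least 1 of them among the 10 leading genes, and no other class with more there. By this rule 26 clusters were named, in 8 classes, and 9 stayed unnamed, and these are given by number with their share per group. Some unnamed clusters met the limits for a class that was not judged: clusters 21 and 35 for erythroid markers (6 of 9 each), cluster 28 for B cell markers (4 of 5) and cluster 32 for skeletal muscle markers (7 of 8). Cluster 21 was judged for epidermal markers (9 of 12) and cluster 35 for B cell markers (4 of 5). Their cells had a median of 68.6% and 61.6% haemoglobin UMIs, so both hold the markers of 2 classes. Whether they are doublets under the score cutoff was not tested. The names are rebuilt from markers, so a difference from the study's own cell types may come from the names.

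Raw counts were summed per sample over all kept cells and over each class. A class was tested when at least 3 samples per group had at least 20 of its cells. This left the all-cell sums and 7 classes: B-cell-like, T-cell-like, epidermal-like, erythroid-like and macrophage-like cells and clusters 12 and 16. Contra was compared with intact by the edgeR 4.0.16 quasi-likelihood test, two-sided, with TMM normalization, filterByExpr and Benjamini-Hochberg adjustment at 0.05. Cells were not used as replicates. Values of 1 number per sample (cells, UMIs, shares of cells, summed CPM of a gene list) were compared by an exact permutation test of the difference in means, two-sided, over the 35 splits of 7 samples into 4 and 3, which can give no p below 0.0286. Gene lists were compared with limma 3.58.1, using camera with a preset correlation of 0.01. The lists were S phase, G2/M, ribosomal protein, mTOR pathway, immediate early and heat shock genes. The planned tests assumed 8 samples and were run on 7.

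The named genes were to be those with a symbol, past the threshold in the edgeR test, with no overlap between the groups' CPM, and with the largest changes. They were the first 3 in each direction for all cells and the first 2 in each direction per class. The list of adrenergic receptor genes with at least 10 UMIs was added to them. No gene passed the threshold, so the rule names the receptor genes only. Every other gene named below was chosen after its values were seen. Part of the results on the listed genes is not reported here.

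The labels give both groups the numbers 1, 2 and 4 without saying what a number stands for. Same-numbered samples deviated together from their group means in all cells, with a lowest correlation of 0.40 across the tested genes and of 0.43 across genes with over 200 UMIs. These correlations are across genes, which are not independent replicates. The lowest values on the same gene sets were 0.18 and 0.19 in B-cell-like cells, 0.19 and 0.28 in T-cell-like cells, 0.15 and 0.19 in cluster 12, and 0.20 and 0.30 in epidermal-like cells. All of these lie above the 0.1 used to call samples paired. In B-cell-like cells differently numbered samples reached 0.22 and 0.29, above the lowest same-numbered values, so the pairing is less clear there. In all cells, T-cell-like cells, cluster 12 and epidermal-like cells they stayed below the lowest same-numbered values. In erythroid-like cells the lowest values were 0.08 and 0.15, on either side of 0.1, so their pairing is left undecided. In cluster 16 the lowest values were -0.07 and -0.13, and in macrophage-like cells -0.03 and -0.07, so these were not treated as paired. The second gene set was added after the first was seen. The replicate number was therefore also fitted as a block. Contra number 5 has no partner and carries no information in that fit.

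Alternatives planned beforehand were DESeq2 size factors, the DESeq2 1.42.0 Wald test, no filter on low counts, the replicate block, doublet calls kept, counts thinned to the shallowest sample, haemoglobin genes left out, clusters at resolution 0.5 (29 clusters), erythroid-like cells left out of the denominator of the shares, edgeR on cell counts, fry and an estimated correlation for the gene lists, each class on its own, and leaving out each sample in turn. Alternatives added after the data were seen were a batch term for numbers 1 and 2 against 4 and 5, comparisons within these sets of numbers, erythroid-like cells left out of the sums, gene lists per class, and fry with the block or the batch term. The batch term was added because haemoglobin took from 45.6% to 54.6% of the UMIs in samples numbered 1 and 2 and from 25.0% to 34.4% in those numbered 4 and 5. The labels state no batch.

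The edgeR step was tested on simulated data made from the real samples' means and library sizes, with 200 genes changed in each of 5 draws. The number of draws was raised from 1 after the first was seen. In all cells (32720 genes) it recovered 26.7% of the changed genes and 51.6% of those changed 4-fold. In the epidermal-like sums (21801 genes) it recovered 55.4%, and in the cluster 16 sums (5571 genes) 65.5%. Of the calls, 8.95% were false in all cells and 10.2% in erythroid-like cells (19105 genes), above the nominal 5%. No call had the wrong sign. Samples of 1 group were compared by a chi-square test of their counts, which gave from 106 to 1040 per degree of freedom, so no library was counted as a copy of another.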

Results

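Single-cell RNA counts were analysed for 7 samples of 2C-sorted axolotl limb cells, 3 from intact limbs and 4 from contra limbs at day 14 after amputation. The comparison asks whether cells of a limb remote from the amputation differ from those of an animal with intact limbs. After doublet removal, intact samples 1, 2 and 4 held 5023, 4842 and 4411 cells with 115955894, 131485269 and 97095511 UMIs. Contra samples 1, 2, 4 and 5 held 5683, 4332, 4711 and 5585 cells with 118111414, 98325319, 102115311 and 96617257 UMIs. The median number of UMIs per cell ranged from 15852 to 23254 over the samples.

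Cell number averaged 5078 ± 662 (SD, n = 4) in contra and 4759 ± 314 (SD, n = 3) in intact samples, a difference within the spread (exact permutation p 0.486, two-sided, as for all such tests here). Total UMIs per sample (exact permutation p 0.343) and median UMIs per cell (exact permutation p 0.371) did not separate the groups either. Haemoglobin genes took 41.4% of all UMIs. Their share was 38.2% ± 9.53 (SD, n = 4) in contra and 43.4% ± 16.1 (SD, n = 3) in intact samples, with an exact permutation p of 0.629. The adjusted p over these 4 measures was 0.629 for each.

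Erythroid-like cells made up 38.4% of the kept cells, T-cell-like cells 26.5%, epidermal-like cells 21.8% and B-cell-like cells 5.57%. The 2C sort and the dissociation set which cells enter these shares. Epidermal-like cells made up 27.7% ± 18.7 (SD, n = 4) of contra and 14.3% ± 17.6 (SD, n = 3) of intact cells, with an exact permutation p of 0.286. Their share ranged from 3.72% to 34.6% within the intact group and from 4.96% to 49.1% within the contra group. The difference in epidermal-like share was 13.4 percentage points, and leaving out intact sample 4 raised it to 23.6 and leaving out contra sample 5 lowered it to 6.25. B-cell-like cells averaged 4.15% ± 2.41 (SD, n = 4) in contra and 7.36% ± 3.005 (SD, n = 3) in intact samples, with an exact permutation p of 0.171. That difference was -3.21 percentage points, -4.90 without intact sample 4 and -2.04 without intact sample 1. Fibroblast-like cells were few, 115 in contra and 40 in intact samples, and averaged 0.563% against 0.286% with an exact permutation p of 0.114. Their difference of 0.277 percentage points fell to 0.184 without contra sample 5. Neutrophil-like cells, 104 in contra and 20 in intact samples, averaged 0.517% against 0.138% (exact permutation p 0.286), with 50 of them in contra sample 4 and 39 in contra sample 5. Their difference of 0.379 percentage points fell to 0.198 without contra sample 4. Mast-cell-like cells, 54 in contra and 13 in intact samples, averaged 0.269% against 0.0924% (exact permutation p 0.200), a difference of 0.177 percentage points that fell to 0.0827 without contra sample 4. Over the 17 classes and clusters the smallest adjusted p was 0.607. The edgeR test on cell counts also called no share, with a smallest adjusted p of 0.2501. Its smallest unadjusted p was that of the neutrophil-like share (log2 fold change 1.88, p 0.0275), followed by cluster 21 (1.84, 0.0294) and the mast-cell-like share (1.52, 0.0544).

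**Figure D1:**
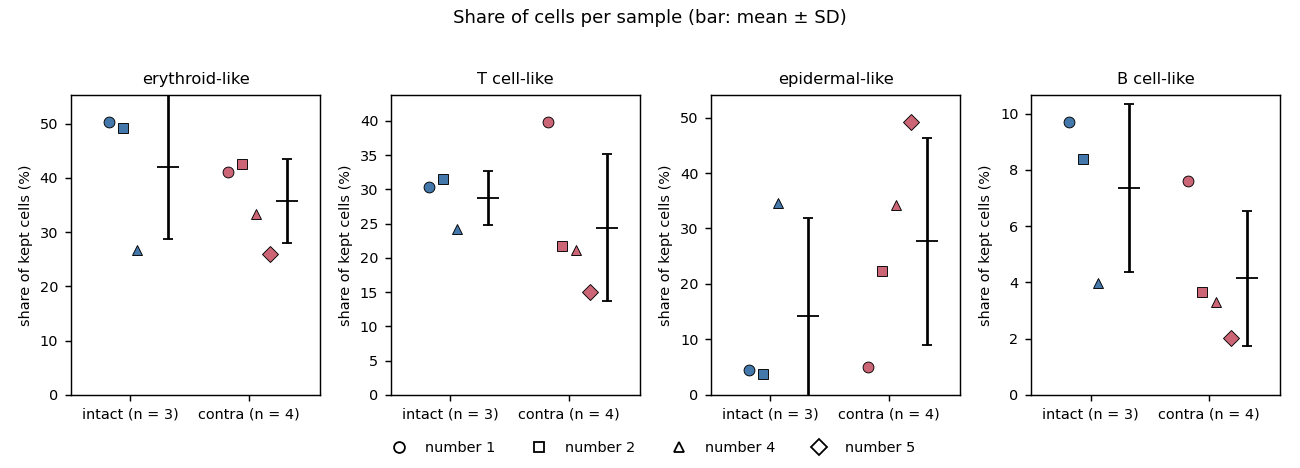
Share of kept cells (%) of the erythroid-like, T-cell-like, epidermal-like and B-cell-like classes in each sample, with the mean and SD of each group beside the points (intact n = 3, contra n = 4). Point shape gives the replicate number; the epidermal-like share runs from 3.72% to 34.6% in intact and from 4.96% to 49.1% in contra samples, so the groups overlap.

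The 9 unnamed clusters were kept by number. Cluster 12, led by GZMA and CCL5 models, averaged 1.99% of contra and 2.80% of intact cells, and cluster 16, led by RTBDN and LAPTM5, averaged 1.32% and 1.33%. Cluster 21, led by haemoglobin genes, averaged 1.07% and 0.295%, with 2.75% in contra sample 2. It also held 9 of 12 epidermal markers, and doublets left in the data were not excluded as its source. The difference of cluster 12, -0.815 percentage points, shrank to -0.301 without intact sample 4, and that of cluster 21, 0.772, fell to 0.212 without contra sample 2. Clusters 24, 26 and 28 averaged 0.306%, 0.359% and 0.236% of contra cells and 0.545%, 0.287% and 0.365% of intact cells. Intact sample 4 held 56 of the intact cells of cluster 24, and without it that difference turned from -0.239 to 0.123. The difference of cluster 26 ran from 0.0179 to 0.166 over the samples left out. Clusters 32, 34 and 35 averaged 0.159%, 0.0858% and 0.0319% of contra cells and 0.108%, 0.0362% and 0.0408% of intact cells. Without contra sample 4 the differences of clusters 32 and 35 turned to -0.00132 and 0.00170, and that of cluster 35 also turned without intact sample 2 (0.0120) or contra sample 5 (0.00170).

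For gene expression over all kept cells, the edgeR test called 0 of 32720 genes, with 842 genes at an unadjusted p under 0.05. DESeq2 called 14 genes, 10 higher and 4 lower in contra, with 838 genes at an unadjusted p under 0.05. The edgeR fit with the replicate block also called 0 genes, with 2055 genes at an unadjusted p under 0.05. The groups did not overlap for 1.75% of genes, where chance gives 5.71% for samples that are not paired. Among the DESeq2 calls, chosen after their values were seen, were POSTN (AMEX60DD102049175.13, log2 fold change 1.07 ± 0.18 SE, adjusted p 5.8e-05 by DESeq2) and IL10 (AMEX60DD201009000.1, -1.26 ± 0.27 SE, adjusted p 0.0201 by DESeq2). Both had an adjusted p of 0.976 by edgeR. Sums over all cells also follow the mix of cells, which differed between samples. Fibroblast-like cells, for example, averaged 0.563% of contra and 0.286% of intact cells and were too few for a test of their own. A change in the mix and a change within cells are thus not told apart for these calls.

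Within classes, the edgeR test called 0 genes in each of the 7 classes. The counts at an unadjusted p under 0.05 were 134 in B-cell-like cells, 383 in T-cell-like cells, 235 in cluster 12, 248 in cluster 16, 1830 in epidermal-like cells, 797 in erythroid-like cells and 325 in macrophage-like cells. DESeq2 called 0 genes in B-cell-like cells, T-cell-like cells and cluster 12. It called 2 in cluster 16, 62 in epidermal-like cells, 12 in erythroid-like cells and 1 in macrophage-like cells. Without a filter on low counts edgeR called from 37 genes in B-cell-like to 393 in epidermal-like cells. The groups did not overlap for 9.60% of genes in epidermal-like cells and for 2.33% to 5.47% in the other classes. Chance gives 5.71% on average for samples that are not paired. Epidermal-like samples were treated as paired and this share was not computed for other splits, so 9.60% cannot be called above chance.

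With the replicate number as a block, edgeR called 1 gene in B-cell-like cells, 2 in T-cell-like cells, 13 in cluster 12 (1 higher and 12 lower in contra) and 42 in epidermal-like cells (17 higher and 25 lower). It called 1 in erythroid-like cells, where the pairing is undecided. The counts at an unadjusted p under 0.05 with the block were 614 in B-cell-like cells, 1339 in T-cell-like cells, 860 in cluster 12, 3744 in epidermal-like cells and 828 in erythroid-like cells. The gene model AMEX60DD301010901.2, without a symbol, was lower in contra under the block in B-cell-like cells (log2 fold change -1.12 ± 0.12 SE, adjusted p 0.0426 by edgeR), in T-cell-like cells (-1.11 ± 0.09 SE, adjusted p 0.0437 by edgeR) and in epidermal-like cells (-0.97 ± 0.12 SE, adjusted p 0.0471 by edgeR). These values come from the same samples. The other T-cell-like call was AMEX60DD201002419.1, higher by 0.80 ± 0.07 SE, and it was also called in epidermal-like cells, higher by 1.38 ± 0.14 SE. DESeq2 called both models in epidermal-like cells, with adjusted p of 0.00708 and 0.0104. The erythroid-like call was OASL (AMEX60DD301000921.1), at -2.78 ± 0.16 SE with an adjusted p of 0.00714 by edgeR. In epidermal-like cells KRT15 (AMEX60DD102038192.4) was higher under the block by 2.35 ± 0.18 SE and HYOU1 (AMEX60DD301053866.1) lower, at -1.41 ± 0.12 SE, each with an adjusted p of 0.0320 by edgeR. The fit without the block gave KRT15 2.04 ± 0.51 SE and HYOU1 -1.20 ± 0.24 SE, with adjusted p of 0.491 and 0.436 by edgeR. These names were chosen after their values were seen. The batch term for numbers 1 and 2 against 4 and 5 left 0 calls in each class.

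The S phase list summed to 434 ± 117 CPM (SD, n = 4) in contra and 432 ± 192 CPM (SD, n = 3) in intact samples over all kept cells, with an exact permutation p of 1. The G2/M list summed to 283 ± 104 CPM (SD, n = 4) and 282 ± 131 CPM (SD, n = 3), also with an exact permutation p of 1. The sign of both differences depends on the samples and scaling used. With erythroid-like cells left out, the G2/M difference was -72.3 CPM (exact permutation p 0.229). Among 14 tests in classes, the smallest p was that of the G2/M list in epidermal-like cells, 179 ± 69.8 CPM (SD, n = 4) in contra against 277 ± 19.3 CPM (SD, n = 3) in intact samples (exact permutation p 0.0857, adjusted p 0.971). It was lower in contra in 3 of 3 same-numbered pairs, for which the exact sign-flip p was 0.25, the smallest that 3 pairs can give. Clusters 5 and 7 hold most epidermal-like cells in both groups, and their mix differs between samples. Cluster 20 holds 16.6%, 12.8% and 0.655% of them in intact samples 1, 2 and 4 and 1.42%, 1.03%, 1.24% and 7.14% in contra samples 1, 2, 4 and 5. Free RNA in the droplets also adds to such sums.

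**Figure D2:**
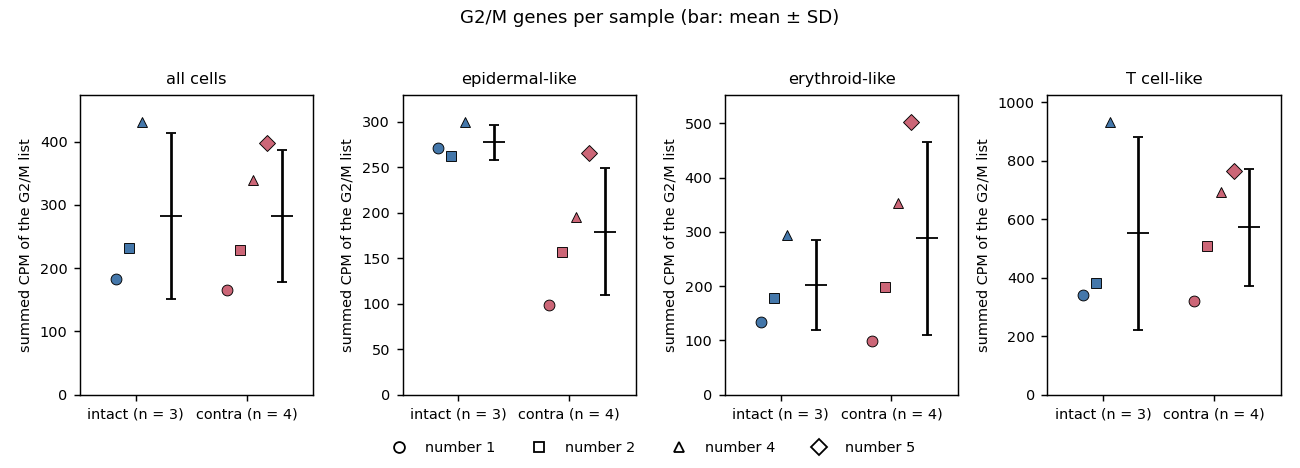
Summed CPM of the G2/M list in each sample for all kept cells and for epidermal-like, erythroid-like and T-cell-like cells, with the mean and SD of each group beside the points (intact n = 3, contra n = 4). Point shape gives the replicate number; in epidermal-like cells the contra samples run from 99.0 to 265 CPM and the intact samples from 262 to 299 CPM.

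Of the 6 gene lists, camera called 1 over all kept cells, the immediate early list (22 gene models, some sharing a symbol). It was higher in contra, with a median log2 fold change of 0.26 and an adjusted p of 0.0322 by limma. The call was lost under fry (adjusted p 0.949) and under an estimated correlation (adjusted p 0.846). The mTOR pathway and heat shock lists were tested as higher in contra although their medians were -0.02 and -0.05, and their means were 0.05 and 0.02. The median over all tested genes was -0.01. The S phase list (median -0.09, adjusted p 0.0666 by limma camera), the G2/M list (-0.09, 0.196) and the ribosomal protein list (-0.08, 0.155) were not called. With the replicate block camera called 3 lists. The S phase list was at -0.14 and the G2/M list at -0.18, each with an adjusted p of 0.00161 by limma, and the immediate early list was at 0.23 with 0.0375. Fry called none with the block (smallest adjusted p 0.534) or with the batch term for numbers 1 and 2 against 4 and 5 (0.119).

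Within classes, camera called 9 lists. In epidermal-like cells the S phase list (median log2 fold change -0.40, adjusted p 1.0e-06 by limma) and the G2/M list (-0.68, 1.6e-12) were lower in contra. In erythroid-like cells the S phase (0.21, 0.0119) and G2/M lists (0.27, 0.0119) were higher and the ribosomal protein list lower (-0.18, 2.5e-09). In B-cell-like cells the G2/M list was higher (0.33, 1.8e-04) and the ribosomal protein list lower (-0.11, 6.6e-04). In cluster 12 the S phase list was lower (-0.32, 0.00121), and in cluster 16 the ribosomal protein list (-0.12, 1.1e-04). Fry and the estimated correlation called none of these 9. Fry with the batch term, chosen after these values were seen, called the S phase (-0.49, adjusted p 0.0252 by limma) and G2/M lists (-0.83, 0.0362) in epidermal-like cells and no other list in any class. With the block, the B-cell-like lists had an adjusted p of 0.0501 each, and the erythroid-like S phase and G2/M lists were no longer called. The block added the ribosomal protein list in epidermal-like cells (0.09, 9.3e-04), and the G2/M (-0.32, 0.00236) and ribosomal protein lists (0.11, 1.3e-04) in cluster 12. The erythroid-like class has a different mix of clusters in each sample: cluster 9 held 7.45%, 7.62% and 15.5% of it in intact samples 1, 2 and 4 and 4.54%, 11.7%, 20.4% and 32.6% in contra samples 1, 2, 4 and 5. Its lists were not tested with the clusters weighted alike. Whether any list differed between classes was not tested.

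Adrenergic receptor genes were listed because the series title names adrenergic signalling. Over all kept cells 0 of the 4 tested models reported here were called by edgeR, 0 of them at an unadjusted p under 0.05 and 0 when adjusted over the list alone (these 4). DESeq2 also called 0 of them. ADRB3 (AMEX60DD301002540.1) had 10332 UMIs, with 12.9 ± 2.51 CPM (SD, n = 4) in contra and 13.6 ± 6.95 CPM (SD, n = 3) in intact samples, and a log2 fold change of -0.16 ± 0.39 SE. The ADRB1 model AMEX60DD301053174.1 had 5317 UMIs and a log2 fold change of -0.31 ± 0.26 SE, and the ADRB1 model AMEX60DD301053172.3 had 1188 UMIs and 0.17 ± 0.18 SE. ADRA1A (AMEX60DD301030380.3) had 91 UMIs and -0.08 ± 0.26 SE. The edgeR adjusted p of these 4 lay from 0.976 to 0.984, and from 0.761 to 0.800 when adjusted over the list alone. Leaving out intact sample 2 reversed the ADRB3 value to 0.28. In erythroid-like cells, which held 9924 of the ADRB3 UMIs, its log2 fold change was 0.05 ± 0.18 SE. In T-cell-like cells it was 0.26 ± 0.50 SE and in epidermal-like cells -0.32 ± 0.57 SE.

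By class, 9924 of the ADRB3 UMIs came from erythroid-like cells, where it reached 25.2 CPM (95% exact Poisson interval 24.7 to 25.7), against 0.603 CPM in epidermal-like cells (0.493 to 0.732). Free RNA from other cells was not subtracted. It can raise a gene's CPM in a class or, through UMIs of other genes, lower it. The class levels are thus not limits on what the cells themselves hold, and low levels may be free RNA alone. The ADRB1 model AMEX60DD301053174.1 had 40.2 CPM in cluster 16 (34.5 to 46.6), 36.3 CPM in cluster 12 (33.0 to 39.9), 24.0 CPM in macrophage-like cells (20.5 to 27.9), 20.4 CPM in T-cell-like cells (19.7 to 21.2) and 16.5 CPM in B-cell-like cells (14.95 to 18.18), against 2.96 CPM in erythroid-like cells (2.79 to 3.13) and 0.269 CPM in epidermal-like cells (0.197 to 0.359). The other ADRB1 model, AMEX60DD301053172.3, had 4.31 CPM in cluster 12 (3.22 to 5.65) and 3.97 CPM in B-cell-like cells (3.22 to 4.83). It had 3.28 CPM in macrophage-like cells (2.08 to 4.92) and 2.71 CPM in cluster 16 (1.40 to 4.73). Its 2.27 CPM in epidermal-like cells (2.05 to 2.51) lay near its 2.58 CPM in T-cell-like cells (2.31 to 2.88). In erythroid-like cells it had 0.628 CPM (0.552 to 0.712). ADRA2B (AMEX60DD201001207.1) had 44 UMIs, 43 of them in macrophage-like cells. In erythroid-like cells it had 0, which allows up to 3 counts. ADRA2A (36 UMIs), ADRA1D (23) and ADRA1B (18) did not pass the filter on low counts, so edgeR did not test them. No row of the matrix carries the symbol ADRA2C.

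**Figure D3:**
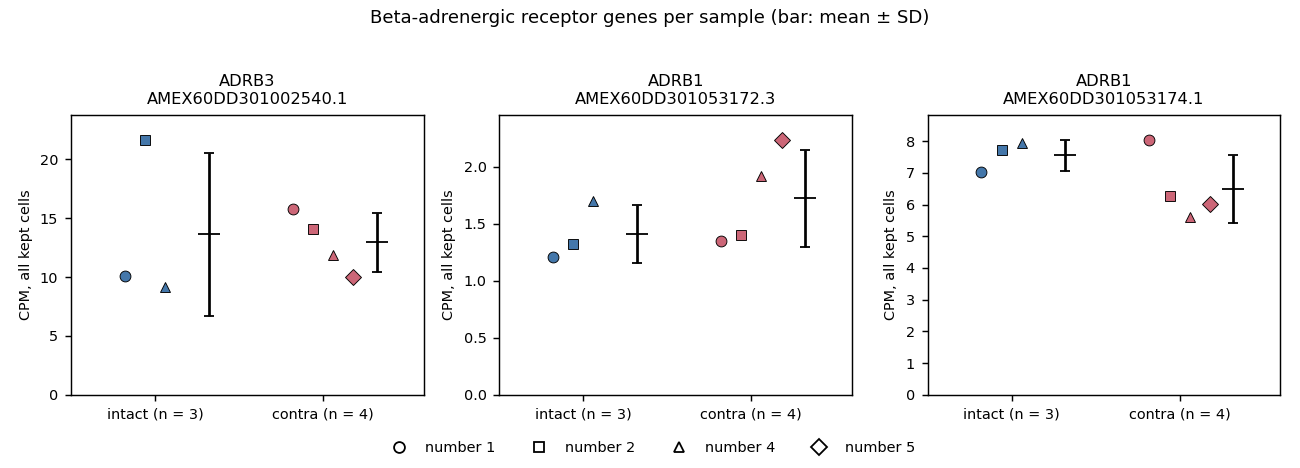
CPM over all kept cells of 3 beta-adrenergic receptor gene models in each sample, with the mean and SD of each group beside the points (intact n = 3, contra n = 4). Point shape gives the replicate number; the groups overlap for each model.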

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

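The comparisons with a batch term for numbers 1 and 2 against 4 and 5, those within these sets of numbers, those with erythroid-like cells left out of the sums, the gene lists per class, and fry with the block or the batch term were chosen after the data were seen.

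The count of 0 genes by edgeR held under DESeq2 size factors, with doublet calls kept, after thinning, with the batch term and at resolution 0.5 in each sum where these were run. In all cells it also held without the filter on low counts, with haemoglobin genes left out and with erythroid-like cells left out. DESeq2 called 14 genes in all cells, 2 in cluster 16, 62 in epidermal-like, 12 in erythroid-like and 1 in macrophage-like cells. Without the filter edgeR called 37 in B-cell-like and 195 in T-cell-like cells, 43 in cluster 12, 80 in cluster 16, 393 in epidermal-like, 367 in erythroid-like and 86 in macrophage-like cells. Of these, 176 in T-cell-like, 345 in epidermal-like and 345 in erythroid-like cells are among the genes that pass the filter, so low counts are not the direct reason for most. The cause was not tested. The replicate block gave 1 gene in B-cell-like cells, 2 in T-cell-like cells, 13 in cluster 12, 42 in epidermal-like and 1 in erythroid-like cells, and 0 in cluster 16, in macrophage-like cells and in all cells.

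Leaving out each sample in turn gave from 0 to 8 genes in B-cell-like cells (2 without intact sample 2 and 8 without contra sample 1), from 0 to 1 in T-cell-like cells and in cluster 12 (1 without intact sample 2 in each), and from 0 to 15 in cluster 16 (15 without intact sample 2). It gave from 0 to 9 in erythroid-like cells (1 without intact sample 2 and 9 without contra sample 1) and from 0 to 2 in macrophage-like cells (2 without contra sample 1). All cells and epidermal-like cells stayed at 0 in each of these fits. Fewer samples were fitted in each, and the cause was not tested otherwise.

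The differences in cells per sample, in median UMIs per cell and in the shares of B-cell-like, T-cell-like and epidermal-like cells kept their sign under each alternative run. The epidermal-like difference ranged from 6.25 to 23.6 percentage points over the samples left out. Within numbers 4 and 5 intact has 1 sample, and no test was run there. In that set total UMIs reversed to 2271000 more in contra. Haemoglobin reversed to 5.44 and the erythroid-like share to 2.95 percentage points more. Within numbers 1 and 2 the shares reversed to 0.111 for cluster 12, 0.155 for cluster 16 and 0.182 for macrophage-like cells. Over the samples left out the differences ranged from -14.4 to 0.384 for haemoglobin (positive without intact sample 1), from -0.316 to 0.234 for cluster 16 (0.234 and 0.0294 without intact samples 2 and 4, 0.0746 without contra sample 4) and from -0.404 to 0.242 for macrophage-like cells (0.242 without intact sample 4, 0.00547 without contra sample 1). The main differences of cluster 16 and macrophage-like cells were -0.0176 and -0.112 percentage points, so a small change is enough to turn them, and the cause was not tested.

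The cell cycle sums differed by 1.98 CPM for S phase and 0.848 CPM for G2/M over all cells, and their sign has no weight. With a sample left out they ranged from -71.2 to 110.8 CPM and from -48.4 to 75.0 CPM, negative without intact sample 1 or 2 or contra sample 4 or 5. The replicate block, by sign flips within pairs, gave -41.9 and -37.2 CPM. Numbers 4 and 5 alone gave -122 and -62.4 CPM, and numbers 1 and 2 alone gave -10.1 CPM for G2/M. The values were -47.8 and -35.3 CPM with haemoglobin genes left out and -76.8 and -72.3 CPM with erythroid-like cells left out. In single classes they were -67.6 and -10.7 CPM in cluster 12, -18.2 and -76.6 CPM in cluster 16, and -92.9 and -98.3 CPM in epidermal-like cells. They were positive in the other classes. B-cell-like cells gave 7.33 and 77.3 CPM, and T-cell-like cells 18.9 and 20.7 CPM. Erythroid-like cells gave 73.9 and 85.6 CPM, and macrophage-like cells 33.1 and 27.0 CPM. None of these had an exact permutation p below 0.0857. The cause was not tested.

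Camera with the preset correlation called 1 list over all cells. Fry and the estimated correlation called 0, fry with the block 0 and fry with the batch term 0. The replicate block and the batch term called 3 each. Leaving out a sample gave from 1 to 4 lists. With that preset, 2 lists were called in B-cell-like cells only, 0 in T-cell-like cells only, 2 in epidermal-like cells only, 3 in erythroid-like cells only and 0 in macrophage-like cells only. The direction of the test turned under the block for the ribosomal protein list (median -0.012) and the heat shock list (-0.0046), and under fry with the block for the mTOR pathway list (median 0.012). Over the samples left out the medians ranged from -0.16 to 0.0018 for S phase, from -0.23 to 0.11 for G2/M, from -0.16 to 0.064 for ribosomal proteins, from -0.025 to 0.051 for the mTOR pathway and from -0.11 to 0.065 for heat shock, and each turned direction in at least 1 of them. The immediate early list was no longer called without intact sample 2 (adjusted p 0.797) or without contra sample 4 (0.210), and it ranged from 0.12 to 0.61. Each class call was set against 13 alternatives, the samples left out included. The erythroid-like S phase and G2/M calls were weaker in 10 each and the ribosomal protein call in 4. The B-cell-like ribosomal protein call was weaker in 8 and reversed in 1, and the B-cell-like G2/M call was weaker in 5. The cluster 12 S phase call was weaker in 7, the cluster 16 call in 6, and the epidermal-like S phase and G2/M calls in 3 each. Within classes the direction turned with a sample left out for ribosomal proteins in B-cell-like cells (from -0.30 to -0.0025, turned without intact sample 1), in cluster 12 (from -0.094 to 0.13, turned without intact sample 2 or 4 or contra sample 1) and in epidermal-like cells (from -0.10 to 0.11, turned without intact sample 2 or contra sample 1), and for G2/M in cluster 12 (from -0.47 to -0.0079, turned without intact sample 4). The cause was not tested.

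The count of 0 among the adrenergic receptor genes reported was the same under each alternative run. ADRB3 reversed to 0.12 under the replicate block, ranged from -0.48 to 0.28 over the samples left out, and was positive without intact sample 2 or contra sample 5. ADRA1A (AMEX60DD301030380.3) ranged from -0.13 to 0.013 and was positive without intact sample 1. The cause was not tested. Both ADRB1 models kept their sign over all kept cells, but not within single classes. AMEX60DD301053174.1 was at 0.17 in B-cell-like cells, 0.16 in T-cell-like cells, 0.13 in cluster 12 and 0.064 in erythroid-like cells. It was at -0.00013 in cluster 16 and -0.21 in macrophage-like cells. AMEX60DD301053172.3 was at -0.012 in T-cell-like cells. It was at 0.13 in B-cell-like, 0.49 in epidermal-like and 0.32 in erythroid-like cells. The block changed no other call.

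Keeping all deposited barcodes, or at least 1000 UMIs per cell, removes no cell from the deposited matrix, so these 2 settings, chosen before the data were examined, test nothing. Alternatives planned for a matrix without a sample map were not run, since each cell names its sample. Depth limits the adrenergic genes with under 91 UMIs, which edgeR did not test. In simulated data 51.6% of genes changed 4-fold were recovered in all cells, so a large change of a single gene there could not be excluded.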

Other observations

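The tests of edgeR counts over other splits, of label swaps within pairs, of free haemoglobin RNA, of the DNA content gate, and fry with the batch term were chosen after the results were seen; the remaining tests in this part were written down before their own values were computed, though after the pattern they test.

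Other splits of the 7 samples were fitted in the same way. There are 35 splits into 4 and 3, the real one included. For the edgeR counts of 0 genes, 35 of 35 splits gave as many in each of the 8 sums, which a count of 0 fixes. At an unadjusted p under 0.05, as many genes as the real split gave came from 15 of 35 splits in all cells, 26 in B-cell-like cells, 24 in T-cell-like cells, 25 in cluster 12, 14 in cluster 16, 4 in epidermal-like cells, 15 in erythroid-like cells and 13 in macrophage-like cells, so chance cannot be excluded for any of them. Of the 8 splits that part all 3 same-numbered pairs, as the real one does, 1 gave as many such genes in epidermal-like cells, and 1 in all cells, the real split itself in both, and from 2 to 3 did in the other 6 sums. The other splits keep at least 1 pair together. With so few samples 1 of 8 is not under 0.05.

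Some other splits called many genes. Intact samples 1 and 2 with contra sample 1 against the rest gave 5652 genes in all cells. Intact sample 2 with contra samples 2 and 5 against the rest gave 2971 genes in B-cell-like cells and 2724 in T-cell-like cells. The split that follows the numbers, 4 and 5 against 1 and 2, gave 0 genes in all cells by edgeR, 52 in T-cell-like cells and 4 in cluster 12, more than the real split, and 5040 in all cells by DESeq2. With the batch term for these numbers edgeR called 0 genes in each sum. In these sums the samples thus differ more along other lines than between contra and intact, and no biological explanation of those lines was tested.

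The calls of DESeq2 and of edgeR without the filter were set against the same 35 splits. DESeq2 gave as many genes in 9 splits for all cells, 9 for epidermal-like cells and 11 for erythroid-like cells. Without the filter as many genes came from 17 splits for T-cell-like cells, 5 for epidermal-like cells and 9 for erythroid-like cells. Of the 8 splits that part all 3 pairs, DESeq2 gave as many in 1, the real one, for all cells and in 2 for epidermal-like and erythroid-like cells. Without the filter as many came from 1, the real one, for T-cell-like and epidermal-like cells and from 2 for erythroid-like cells. With 8 splits a share under 0.05 cannot be reached, so chance cannot be excluded for these calls. Under the replicate block only 4 label swaps within pairs are distinct, so chance cannot be excluded there whatever their outcome. As many genes came from 3 of 4 swaps in B-cell-like cells and from 1 of 4, the real one, in T-cell-like cells, cluster 12, epidermal-like cells and erythroid-like cells.

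The lists that camera called were tested the same way. As small a p came from 13 of 35 splits for the immediate early list in all cells. In B-cell-like cells it came from 7 for G2/M and 24 for ribosomal proteins, in cluster 12 from 15 for S phase, and in cluster 16 from 12 for ribosomal proteins. In epidermal-like cells it came from 10 for S phase and 5 for G2/M, and in erythroid-like cells from 21 for S phase, 23 for G2/M and 13 for ribosomal proteins. Of the 8 splits that part all 3 pairs, from 1 to 4 gave as small a p, the real one included. Chance cannot be excluded for any of these 10 calls. Fry with the batch term called the S phase and G2/M lists in epidermal-like cells. Of the 18 relabellings that keep the group sizes within numbers 1 and 2 and within 4 and 5, only 1, the real one, gave so small a p for either list. With 18 relabellings a share under 0.05 cannot be reached, so chance cannot be excluded. The preset correlation of 0.01 gives small p-values to many splits of these samples.

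Lower G2/M sums in the epidermal-like cells of contra limbs were the clearest pattern, lower in 3 of 3 pairs. A different mix of clusters inside the class was tested by weighting clusters 5, 7 and 10 alike in every sample. The groups then parted completely for G2/M, with a difference of -94.8 CPM and an exact permutation p of 0.0286, unadjusted and the smallest 35 splits can give. It was lower in 3 of 3 pairs as well, but sign flips within 3 pairs can give no p below 0.25. The parting of the groups argues against the mix of these 3 clusters as the whole source, with the pairing not taken into account. For S phase the same weighting gave an exact permutation p of 0.114. It was run in epidermal-like cells alone. A shift of the DNA content gate between the groups could lower G2/M genes in all classes. It was set against the opposite call in B-cell-like cells, but 7 of 35 splits gave that call as small a p, so the opposite direction may be chance and the gate stays open. Chance stays open as well, since the adjusted p over the 14 class tests was 0.971, and so does an effect of the amputation, which was not tested apart from these.

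In cluster 12 the replicate block called 4 haemoglobin models (HBG2 and HBZ) lower in contra, with log2 fold changes from -1.83 to -4.15. The fit without the block gave from -1.01 to -2.12, with an adjusted p of 0.9999 by edgeR for each. Contra sample 5, which carries no information in the block fit, lay within the intact range for 3 of the 4 models and above it for 1. Haemoglobin was not the only pattern in cluster 12. GZMA models, which lead the cluster, were also called lower under the block, from -0.94 to -1.51. CKM was the only gene called higher, at 2.21. Free haemoglobin RNA from broken erythroid-like cells is a candidate source, since such RNA enters droplets of every class. Summed haemoglobin CPM was lower in contra in all 3 pairs in 0 of the 5 other classes outside the erythroid-like one. In cluster 12 itself it was lower in 1 of 3 pairs, so the sum does not follow the 4 models and decides nothing about them. In cluster 16 the 3 of these 4 models that were tested were higher in contra, by 1.39 to 2.30 under the block, with no call. In B-cell-like, T-cell-like, epidermal-like and macrophage-like cells all 4 ran from -1.26 to 0.52 under the block, with no call. Cluster 16 and macrophage-like cells were not treated as paired, so their block values decide nothing about free RNA. In erythroid-like cells the same 4 models were lower, from -0.28 to -0.87 under the block and with no call, and DESeq2 called other HBG2 and HBZ models lower there. Cluster 6, led by HBG2, held 27.2%, 40.7% and 16.9% of the erythroid-like cells of intact samples 1, 2 and 4 and 16.6%, 4.17%, 11.3% and 5.52% of those of contra samples 1, 2, 4 and 5. Outside the erythroid-like class and clusters 21 and 35, the median haemoglobin share per cell was 0.814%, 0.650% and 0.206% in intact samples 1, 2 and 4. It was 0.883%, 0.797% and 0.270% in contra samples 1, 2 and 4, higher in each pair, and 0.356% in contra sample 5. These medians argue against less free haemoglobin RNA in contra as a whole, but they do not part the 4 models from the rest. Free RNA itself was not measured, since low-content barcodes are missing from the deposit. Free RNA of these models thus cannot be told apart from a change in cluster 12.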
